# OMICS Analyses Unraveling Related Gene and Protein-Driven Molecular Mechanisms Underlying PACAP 38-Induced Neurite Outgrowth in PC12 Cells

**DOI:** 10.3390/ijms24044169

**Published:** 2023-02-20

**Authors:** Junko Shibato, Fumiko Takenoya, Michio Yamashita, Ravi Gupta, Cheol Woo Min, Sun Tae Kim, Ai Kimura, Ichiro Takasaki, Motohide Hori, Seiji Shioda, Randeep Rakwal

**Keywords:** PACAP38, CRMP2, PC12, neuronal differentiation, genome, proteome, LC-MS/MS, DNA microarray, bioinformatics

## Abstract

The study aimed to understand mechanism/s of neuronal outgrowth in the rat adrenal-derived pheochromocytoma cell line (PC12) under pituitary adenylate cyclase-activating polypeptide (PACAP) treatment. Neurite projection elongation was suggested to be mediated via Pac1 receptor-mediated dephosphorylation of CRMP2, where GSK-3β, CDK5, and Rho/ROCK dephosphorylated CRMP2 within 3 h after addition of PACAP, but the dephosphorylation of CRMP2 by PACAP remained unclear. Thus, we attempted to identify the early factors in PACAP-induced neurite projection elongation via omics-based transcriptomic (whole genome DNA microarray) and proteomic (TMT-labeled liquid chromatography-tandem mass spectrometry) analyses of gene and protein expression profiles from 5–120 min after PACAP addition. The results revealed a number of key regulators involved in neurite outgrowth, including known ones, called ‘Initial Early Factors’, e.g., genes *Inhba*, *Fst*, *Nr4a1,2,3*, *FAT4*, *Axin2*, and proteins Mis12, Cdk13, Bcl91, CDC42, including categories of ‘serotonergic synapse, neuropeptide and neurogenesis, and axon guidance’. cAMP signaling and PI3K-Akt signaling pathways and a calcium signaling pathway might be involved in CRMP2 dephosphorylation. Cross-referencing previous research, we tried to map these molecular components onto potential pathways, and we may provide important new information on molecular mechanisms of neuronal differentiation induced by PACAP. Gene and protein expression data are publicly available at NCBI GSE223333 and ProteomeXchange, identifier PXD039992.

## 1. Introduction

Pituitary adenylate cyclase-activating polypeptide (PACAP) of the vasoactive intestinal polypeptide (VIP)/glucagon/secretin family as 27 or 38 amino acid residue (PACAP27 or PACAP38) has increasingly diverse roles and a range of biological functions [1,2,3]. PACAP bioactivity is multifunctional, acting as a neurotransmitter, neuromodulator, hypophysiotropic hormone, neuroprotector, regulator, and hormone, and it was recently reviewed in [4]. PACAP is involved in the differentiation and survival maintenance of nerve cells and the activation of neurosecretory system in the central and peripheral nervous systems, and it regulates nerve synaptic plasticity, differentiation of neural precursor cells, and glucose-dependent insulin secretion. Additionally, PACAP has a promoting effect, a cell death inhibitory effect during cerebral ischemia, and a cytoprotective effect [4,5,6]. PACAP, similar to the VIP family members, shares two common G protein-coupled receptors (GPCRs), VPAC1 R and VPAC2 R, which recognize it at the cell membrane. PACAP is believed to have a particular affinity for PAC1-R [7,8].

Studying PACAP and clarifying its function by examining a myriad of downstream (of its receptor) primary and secondary signaling pathways and networks-linkages may lead to the confirmation of the role of PACAP in numerous cellular processes, as well as contribute to the development of therapeutic drugs for diseases and disorders [5,6]. We have been studying PACAP38 role in neuroprotection, in particular, cerebral ischemia, using a mouse model of permanent middle cerebral artery occlusion (PMCAO) that resulted in the identification of a collapsing response mediator protein 2 (CRMP2) from the ischemic brain tissue post-intraventricular administration of PACAP38 [9,10] and numerous gene candidates by establishing a genome-wide approach [11]. Building on previous work, we switched to the rat adrenal-derived pheochromocytoma cell line (PC12) to further study neurite outgrowth and PACAP functionality, in relation to CRMP2 and the neuroprotective mechanisms therein [12].

Using RT-PCR, two-dimensional gel electrophoresis, in conjunction with Western blotting and inhibitor experiments, it was shown that neurite protrusion elongation by PACAP38 (10^−7^ M) in PC12 cells is mediated through the PAC1-R receptor, as demonstrated by its suppression by a specific inhibitor PA-8 [12]. These studies suggested that CRMP2 may be involved in the neurite projection elongation effect of PACAP, and the molecular mechanism was investigated in an in vitro inhibitor experiment using PC12 cells. The results showed that the projection elongation effect of PACAP is mediated by Pac1 receptor-mediated PI3K/AKT and MEK/ERK as the main pathways. Furthermore, the dephosphorylation of CRMP2 by PACAP was shown to be important for projection elongation, and since it has been reported that CRMP2 becomes inactive by phosphorylation of Thr-514, Ser-522, and Thr-555 sites by GSK-3β, CDK5, and Rho/ROCK [13,14,15,16], we investigated neurite projection elongation by PACAP and dephosphorylation of CRMP2. The results showed that the MEK/ERK inhibitor U0126 strongly suppressed projection elongation by PACAP, with no dephosphorylation of CRMP2. Thus, it is possible that MEK/ERK regulates GSK-3β, ROCK, and CDK5.

However, the inhibition of GSK-3β and ROCK resulted in Thr-514 and Thr-555 dephosphorylation by PACAP and enhanced neurite projection elongation, whereas CDK5 inhibition suppressed the projection elongation, increased CRMP2 phosphorylation, and no dephosphorylation was observed, despite CDK5 inhibition. Therefore, Ser-522 dephosphorylation by the CDK5 pathway needs to be examined, and the mechanism of neuronal differentiation by PACAP, including CRMP2 dephosphorylation, is still unclear. In our experiments, CRMP2 dephosphorylation was detected within 3 h of PACAP addition.

Although the pharmacological inhibition of Cdk5 with pluvaranol has been reported to result in only stepwise and incomplete dephosphorylation of CRMP2 Ser-522, and as the Cdk5 site is relatively resistant to phosphatase treatment [17], an incomplete Cdk5 inhibition would not result in increased CRMP2 phosphorylation under PACAP-added conditions; thereby, with further inhibition of projection elongation under PACAP. Therefore, it is questionable whether CDK5 is repressed by the MEK/ERK pathway to dephosphorylate CRMP2 Ser-522, as indicated by the dotted line in (Figure 1). At present, we can only suggest the indicated interactions and links on possible mechanisms by which CDK5 inhibition may regulate GSK-3β and ROCK (Figure 1).

With this background, we considered it important to identify the initial early factors involved in the neurite projection elongation effect of PACAP. Previous studies have shown that CRMP2 phosphorylation is involved in axon guidance and growth cones [18,19]. Therefore, in this report, we performed omics, especially whole genome DNA microarray (Agilent platform) and tandem mass tag (TMT)-based liquid chromatography-tandem mass spectrometry proteomics analyses to elucidate the molecular mechanism of the projection elongation effect of PACAP on CRMP2 dephosphorylation in a PC12 cell model. Dephosphorylation of CRMP2 is a therapeutic target for neurodegenerative diseases, such as Alzheimer’s disease and multiple sclerosis. We hope to contribute to the development of novel therapies by providing new insights into the mechanism by which PACAP promotes the inhibition of CRMP2 phosphorylation.

## 2. Results and Discussion

### 2.1. Genome and Proteome Analyses in PC12 Cells after Treatment with PACAP38

Two high-throughput omics techniques were utilized to investigate the gene (4 × 44K–whole rat genome DNA microarray chip) and protein (TMT-labeling of peptides, followed by LC-MS/MS) expressions in PC12 cells treated with PACAP 38 for 5, 10, 15, 30, 60, and 120 min (genomics) and 15, 30, 60, and 120 min (proteomics) (Figure 2A,B). 

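The microarray values given from here on were computed from the scanner files of 12 arrays of PC12 cells, a cell line from a rat adrenal pheochromocytoma. RNA of PC12 cells (n = 6) was pooled for PACAP38 and for the control of each time point, and both pools of a time point were hybridized together on 2 arrays. PACAP38 was in Cy5 on one of them and in Cy3 on the other. Both arrays hold the same pools, so each time point is 1 replicate: the folds of both arrays stand in place of an error, and no test between PACAP38 and control was made at a single time point. The arrays lay on 3 slides of 4 arrays, with 5 and 10 min on the first slide, 15 and 30 min on the second and 60 and 120 min on the third.
The authors extracted the signals with Agilent's Feature Extraction and deposited, for 45018 spots per array, Cy3 and Cy5 intensities after background subtraction and LOWESS dye normalization, with log10 ratios, spot p-values and flags. From these processed intensities the ratio of PACAP38 to control was taken on each array for 41012 probes. The 1639 control spots and the 197 to 267 spots per array that carry an outlier flag were left out, and the log2 ratios of the 263 probes with several spots were averaged. A fold is the geometric mean of both arrays. Gene names come from the files, updated for 1599 of the 19277 probes that matched RefSeq, and positions are those of the array's annotation on rat build rn4. Where a gene has several probes, the brightest one is reported.
Signal over background limits what the arrays can show, and their number limits the precision. Between 39.8 and 48.9% of the spots per array were well above background in the channel with PACAP38, and 38.4 to 49.6% in the control channel. No spot was saturated. Where one RNA was well above background on neither array, the fold is given as a lower bound ("at least"). For this bound the mean of the bright RNA over both arrays was set against the higher of the dim probe's own signal and the lowest signal among probes well above background, per channel after loess and Aquantile normalization. Where neither RNA was well above background on either array, no fold is given.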

The obtained whole-genome DNA microarray data of PC12 cells was submitted to NCBI’s GeneExpression Omnibus (https://www.ncbi.nlm.nih.gov/geo/ (accessed on 15 February 2023)) and is available under the GEO series accession number GSE223333 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223333 (accessed on 15 February 2023)). The mass spectrometry proteomics data were deposited to the ProteomeXchange Consortium via the PRIDE [20,21] partner repository, with the dataset identifier PXD039992.

#### 2.1.1. Number of Genes with Altered Expression

Figure 2A shows the number of genes whose expression was altered by more than 2-fold and less than 0.5-fold by PACAP in PC12 cells. 

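A probe was counted as higher or lower when its fold was at least 2 or at most 0.5 and its spot p-value was below 0.01, on both arrays and in the same direction. By this rule 0 probes were counted at 5 min. At 10 min 27 probes were higher and 0 lower, at 15 min 37 and 11, at 30 min 102 and 42, at 60 min 357 and 154, and at 120 min 799 and 626. The 1598 probes counted at any time point stand for 1397 gene names. At 5 to 30 min taking 1 array alone moved the counts most, to 1005 changed probes at 5 min with PACAP38 in Cy3. At 60 and 120 min normexp background correction with median centring moved them most as a ratio, to 113 and 288. In number of probes, the array with PACAP38 in Cy3 alone moved them most, to 1775 and 3021.
Without the p-value limit, and with every spot counted, 30 spots changed at least 2-fold on both arrays at 5 min. Of these, 26 were not well above background in any channel, and none had a p-value below the limit on both arrays. At 120 min the same rule gave 1840 spots, of which 1599 had a p-value below the limit on both arrays. Probes that passed the fold and p-value limits in opposite directions on the swapped arrays numbered 217 at 5 min, 230 at 10 min, 191 at 15 min, 132 at 30 min, 276 at 60 min and 185 at 120 min. The control RNA of 48 (13.4%) of the higher probes at 60 min and 139 (17.4%) at 120 min was not well above background, which leaves only a lower bound for their folds.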

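The number of higher probes was related to time in minutes over the 6 time points with a Pearson r of 0.996 (exact permutation test over 720 orders, two-sided, p = 0.00139, adjusted p = 0.00278) and a Spearman rho of 1 (exact p = 0.00278, adjusted p = 0.00556). For lower probes r was 0.972 (exact permutation p = 0.00278, adjusted p = 0.00278) and rho 0.986 (exact p = 0.00556, adjusted p = 0.00556). The Benjamini-Hochberg adjustment covers these 2 relations. Without 60 and 120 min, the time points farthest from the median time, r was 0.995 for higher and 0.979 for lower probes. The number of changed probes was larger at the later time point of each slide, with 0 and 27, 48 and 144, and 511 and 1425 changed probes.
The split into higher and lower probes depended on the scaling and on the rule. From 10 to 120 min, 100, 77.1, 70.8, 69.9 and 56.1% of the changed probes were higher. With normexp background correction and limma's loess these shares were 100, 100, 96.2, 92.2 and 70.8%, and with median centring in place of loess 100, 100, 95.3, 96.5 and 62.2%. At 120 min 48.6% were higher by the geometric mean fold without p limit, and 46.0% with PACAP38 in Cy3 alone. With PACAP38 in Cy5 alone the share was 53.6% at 120 min, but 48.0% at 15 min and 49.6% at 30 min. All 27 probes higher at 10 min were also higher at 15 min, and 20 of them at 120 min. Of the 357 higher at 60 min, 301 were higher at 120 min, and of the 154 lower at 60 min, 62 were lower at 120 min.
A slope on log2 time was fitted with limma to the dye-averaged log2 folds of 20203 probes. It gave 147 probes with a Benjamini-Hochberg adjusted p below 0.05, of which 106 rose and 41 fell, and 5805 with an unadjusted p below 0.05. Other settings moved the count to between 0 and 5335, the latter with time in minutes. With normexp and median centring it was 1. With 10, 15, 30 or 120 min left out 0 probes passed in limma, against 4372, 4787, 5536 and 2753 at an unadjusted p below 0.05, and without 60 min 1 probe passed. With slide as a block 0 passed (943 unadjusted).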

The number of genes, both up- and down-regulated, increased with increasing time after addition of PACAP: 22 up-regulated and 8 down-regulated genes at 5 min after the addition of PACAP, but 1048 up-regulated and 792 down-regulated genes at 120 min after the addition of PACAP.

#### 2.1.2. Number of Proteins with Altered Expression

Figure 2B shows the number of proteins whose expression was altered by PACAP by more than 2-fold and less than 0.5-fold in PC12 cells. The number of proteins increased from 29 to 46 and decreased from 8 to 50, regardless of the time course after the addition of PACAP.

##### TMT-Based Quantitative Proteomic Analysis

For the in-depth proteome analysis, TMT-labeled peptides were fractionated into 12 fractions by a basic pH-reversed phase using in-house developed stage-tips. The LC-MS/MS analysis led to the identification of 73,958 peptides and 62,854 unique peptides that matched with 7335 protein groups, with an average sequence coverage of 26.2% (Figure 3A, and Supplementary Tables S1 and S2). The removal of potential contaminants and proteins with missing values (three valid values in the three replicates at of least one group) reduced the number of identified proteins to 6240 (Figure 3A). The normalization of protein intensities across all the TMT sets was carried out by the internal reference scaling (IRS) method, which improved the coefficient of variation (CV) values from 14.85% to 3.0% (Figure 3B, and Supplementary Tables S1 and S2).

To examine the correlation and variations among sample sets and the reproducibility of different replicates of the same sample, multi-scatter plot and principal component analyses (PCA) were performed using Perseus software. The Pearson’s correlation coefficient values of different samples were in a range of 0.991 to 0.998, indicating a high degree of correlation among different sample sets (Figure 4A). PCA plot analysis showed a clear separation of samples majorly in principle component 1, which accounted for 41.1% for the total variation (Figure 4B). Application of multiple sample test (ANOVA), controlled by a Benjamini–Hochberg FDR threshold of 0.05, led to the identification of 261 (with >1.5-fold change (FC) differences, Supplementary Table S1) and 830 (with >1.25-fold change (FC) differences, Supplementary Table S2) significantly modulated proteins.

### 2.2. Results from the DNA Microarray Analysis

#### 2.2.1. Genes Whose Expression Increased by PACAP

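The initial early genes Egr1, Egr3, Egr4, Fos, Nr4a1, Nr4a2, Nr4a3, Junb, Jun and Arc had no counted probe at 5 min. At 10 min the largest measured fold on the arrays was that of Fos (NM_022197, chromosome 6, 109561099 to 109561158), 16.8-fold, with 18.2-fold where PACAP38 was in Cy5 and 15.5-fold where it was in Cy3. Egr1 (chromosome 18, 27347173 to 27347232), measured on 10 spots, followed with 15.3-fold (20.9 and 11.2). At 30 min Egr1 was 60.7-fold higher (85.7 and 42.9), and at 120 min 9.72-fold. Fos lay between 16.8- and 21.3-fold from 10 to 120 min.
The peak fold of Junb was 20.3 at 60 min, that of Egr4 36.5 at 60 min, that of Jun 9.38 at 30 min and that of Arc 6.03 at 30 min. Jun was no longer counted at 120 min, with 1.53-fold. The control RNA of Egr3 was not well above background, and PACAP38 was at least 12.8-fold higher at 30 min, 42.3-fold at 60 min and 33.3-fold at 120 min. A second Egr3 probe was not well above background in either RNA. Scaling changed the size of such folds, and the offset that normexp adds to both channels shrinks the changes of dim probes by construction. Over 79 measured folds of the named genes, normexp with loess gave a median of 0.708 times the fold from the processed intensities. Egr1 was 6.57-fold higher at 10 min under it. Fos rose under it from 3.32-fold at 10 min to 11.7-fold at 60 min and was 4.80-fold higher at 120 min, so its even level was seen only in the processed intensities.

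**Figure D1:**
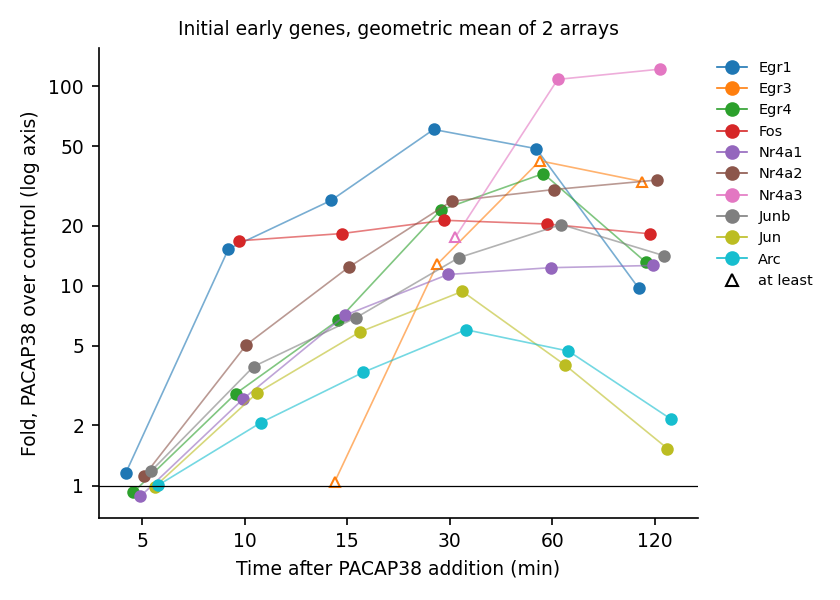
Fold of 10 initial early genes (PACAP38 over control, log axis) at 5 to 120 min after the addition of PACAP38. Filled circles are geometric means of 2 dye-swapped arrays of 1 pair of RNA pools, open triangles are lower bounds where the control RNA was not well above background, and time points without a fold are left out. Egr1 reaches 60.7-fold at 30 min.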

The topmost up-regulated genes by PACAP were ‘Initial Early Genes’, Egr1,3,4, Fos, Nr4a1,2,3, Junb, Jun, Arc, Inhba, and Fst, including the genes known to be involved in neurite outgrowth (Figure 5A). *Inhba*: Inhba showed a 1000-fold increase in expression at 120 min after addition of PACAP, compared to no addition. 

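Inhba is measured by 3 probes. On the brightest (XM_008771713, chromosome 17, 57240473 to 57240532), neither RNA was well above background up to 30 min and the control RNA remained below that level at 60 and 120 min. PACAP38 was at least 56.2-fold higher at 60 min and at least 764-fold higher at 120 min. A_44_P459144, on which both RNAs were well above background at 60 and 120 min, gave 9.26-fold at 60 min (11.5 with PACAP38 in Cy5 and 7.47 with PACAP38 in Cy3) and 10.5-fold at 120 min (14.4 and 7.61). On A_44_P225952 PACAP38 was at least 5.81-fold and at least 62.4-fold higher.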

Inhibin is considered to be both a growth and differentiation factor and a hormone. The homodimerization of inhibin β subunit βA is activin A (βAβA) and activin A has functions such as inducing neuronal differentiation and maintaining neuronal survival [22,23]. *Fst*: Fst (Follistatin), known to inhibit excessive differentiation by activin, was also detected. 

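Fst (NM_012561, chromosome 2, 46543227 to 46543286) was at least 3.02-fold higher with PACAP38 at 60 min and at least 20.6-fold higher at 120 min. A second Fst probe, A_43_P11465, gave at least 2.8-fold and at least 18.4-fold. Fst was not counted at 5 to 30 min on either probe, and its control RNA was not well above background at 60 or 120 min.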

Since activin promotes strong cell proliferation, follistatin is thought to be a defense against unregulated cell proliferation and, thus, regulates cell differentiation. It is unclear how follistatin inhibits activin A, as it significantly inhibits the neurite outgrowth induced by activin A, but does not alter the neurite outgrowth induced by NGF [24]. 

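The log2 ratios of Inhba and Fst were related to time in minutes over the 6 time points, within a family of 6 genes that also holds Nr4a1, Nr4a2, Nr4a3 and Rgs2. The ratios of time points with neither RNA well above background enter as deposited. For Inhba r was 0.948 (exact permutation test, two-sided, p = 0.00417, adjusted p = 0.00625) and rho 0.943 (exact p = 0.0167, adjusted p = 0.0167). For Fst r was 0.978 (exact permutation p = 0.00278, adjusted p = 0.00625), with the same rho. On the brightest probe of each gene, used for these relations, neither RNA was well above background up to 30 min, so both relations rest on 60 and 120 min. Under normexp and loess, chosen for these relations after the data were seen, the Spearman correlation was 0.714 for Inhba (exact p = 0.136, adjusted p = 0.136) and 0.771 for Fst (exact p = 0.103, adjusted p = 0.123). In limma the slope on log2 time was 2.55 for Inhba (SE 0.553, adjusted p = 0.078) and 1.16 for Fst (SE 0.207, adjusted p = 0.0676). With slide as a block it was 1.07 for Inhba (SE 0.57, adjusted p = 0.894) and 0.99 for Fst (SE 0.345, adjusted p = 0.894). With time in minutes the adjusted p in limma was 0.00628 for Inhba and 0.00285 for Fst. Under the other settings it was above 0.05 for both genes.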

Figure 5B graphically shows the expression changes of Inhba and Fst, and the expression levels of both Fst and Inhba increased in proportion to the passage of time by 120 min after the addition of PACAP. Fst regulates activin A even later. *Nr4a1,2,3*: The next interesting genes were Nr4A1 (Nur77), Nr4A2 (Nurr1), and Nr4A3 (NOR1), which are well-known as the orphan receptor NR4A subfamily. 

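Nr4a1 (NM_024388, chromosome 7, 140020442 to 140020501) was counted as higher from 10 min on, at 2.71-fold, and reached 7.14-fold at 15 min, 11.4-fold at 30 min and 12.6-fold at 120 min (16.6 with PACAP38 in Cy5 and 9.62 with PACAP38 in Cy3). Nr4a2 (NM_019328, chromosome 3, 38867021 to 38867080) was 5.07-fold higher at 10 min, 26.5-fold at 30 min and 33.8-fold at 120 min (44.9 and 25.5). Over time, the folds of both genes rose at each later time point (rho 1, exact permutation p = 0.00278, adjusted p = 0.00556), while r with minutes was 0.652 for Nr4a1 (exact p = 0.15, adjusted p = 0.15) and 0.687 for Nr4a2 (exact p = 0.106, adjusted p = 0.127). Without 60 and 120 min r was 0.893 and 0.905. Under normexp and loess, a scaling chosen for these relations after the data were seen, the fold fell from 60 to 120 min, from 11.6 to 10.6 for Nr4a1 and from 22.9 to 20.5 for Nr4a2. The Spearman correlation was then 0.829 for Nr4a1 (exact p = 0.0583, adjusted p = 0.0875) and 0.943 for Nr4a2 (exact p = 0.0167, adjusted p = 0.05). Median centring gave the same 2 values of rho.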

As for the projection elongation effect, the enhanced expression of Nur77 has been observed during NGF-induced projection elongation [25], and nur77 knockdown inhibits neurite outgrowth [26]. Similarly, the forced expression of NR4A3 has been reported to elongate neurites [27]; NR4A3 expression is upregulated by differentiation inducers, and downregulation of NR4A3 expression impairs cell differentiation [28]. Thus, Nr4A1 and NR4A3 may play an important role in the projection elongation effect of PACAP. However, as shown in Figure 5B, there is a rather large difference in the expression levels of Nr4A1 and NR4A3. 

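Nr4a3 is measured by 3 probes that differ in the size of the fold. On the brightest (XM_008763702, chromosome 5, 64754182 to 64754241), PACAP38 was at least 17.5-fold higher at 30 min, 108-fold at 60 min (142 with PACAP38 in Cy5 and 82 with PACAP38 in Cy3, the control well above background on 1 array) and 122-fold at 120 min (161 and 91.7). A_43_P12619 gave 449-fold at 120 min (737 and 274) and A_43_P11932 32.3-fold (23.2 and 44.8), each with the control well above background on 1 array only, so the fold of the other array rests on a dim control. Only A_43_P11932 was counted at 15 min, with at least 2.48-fold. On each of these probes and on each array at 120 min, the fold of Nr4a3 was larger than that of Nr4a1 on the same array. The difference was not tested, since each time point has 1 replicate. Normexp with loess brought the folds at 120 min to 25.3 for Nr4a3 and to less than that for Nr4a1. For Nr4a3 r with time was 0.821 (exact permutation p = 0.00417, adjusted p = 0.00625) and rho 0.943 (exact p = 0.0167, adjusted p = 0.0167). Up to 15 min neither RNA was well above background on this probe. Under normexp and loess rho was 0.829 (exact p = 0.0583, adjusted p = 0.0875).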

Interestingly, immature cells, such as hematopoietic stem cells and pluripotent progenitor cells, express lower levels of NR4A3 than differentiated cells, and mature cells express Nr4a1 but not Nr4a3 [29]. Increase is important for projection formation, suggesting that NR4A1 may regulate the strong expression of NR4A3 even later than 120 min, such as in the relationship between Inhba and Fst described earlier. The other upregulated genes identified were Klf4, Btg2, and ler2 for neuronal differentiation, klf4 and Haus1 for axon guidance and binding, and Rgs2 for the Rho kinase inhibition.

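Klf4 (NM_053713, chromosome 5, 73446994 to 73447053) was 2.49-fold higher at 10 min, 46.9-fold at 30 min, 104-fold at 60 min and 81.4-fold at 120 min. Btg2 was 10.7-fold higher at 10 min and 58.4-fold at 60 min, and Ier2 4.31-fold at 10 min and 9.28-fold at 30 min. These 3 genes were counted at each time point from 10 min on, with both RNAs well above background at those time points. Haus1 was not well above background in either RNA at 5 min. From 15 to 120 min, where it could be measured, its fold was 1.20, 0.854, 1.03 and 0.740, and it was not counted at any time point.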

#### 2.2.2. Genes Whose Expression Decreased by PACAP

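Lower probes were described as transcription factors in 0 of 11 cases at 15 min, 0 of 42 at 30 min, 46 of 154 (29.9%) at 60 min and 65 of 626 (10.4%) at 120 min. The class was taken from words of the probe descriptions (zinc finger, transcription factor, transcriptional regulator or repressor, homeobox, nuclear receptor, forkhead) and from names beginning with Zfp, Zkscan, Zscan, Zbtb or Znf. Among all probes well above background in at least 1 channel on both arrays, 4.37% fell in it at 60 min and 4.36% at 120 min. Most of the lower members were zinc finger genes, with 43 probes at 60 min and 48 at 120 min. Probes without a gene description cannot fall in this class. All lower probes were counted, while the paper's statement refers to a list of top genes.
The median log2 fold of 530 zinc finger probes at 60 min was -0.25, and that of 497 at 120 min -0.32. In 10000 random lists of the same size matched on mean signal, the median was -0.021 and -0.030, and none of the lists was as low at either time point, which describes these arrays only. With normexp and loess the medians were -0.086 and -0.11, and without the filter on dim probes -0.19 and -0.17. With median centring they were -0.080 and -0.22, against -0.11 for random lists at 120 min. This list and these settings were chosen after the data were seen. At 5 min the median was 0.031, above 99.99% of random lists, and at 10 min 0.018, above 99.51%. No lower probe was counted at these time points. A position outside the random lists therefore does not by itself show an effect of PACAP38. At 30 min, when no lower probe was a zinc finger gene, the median was -0.044, below the central 95% of random lists. So it was with normexp and loess (-0.00997) but not with median centring (-0.0254). Zfp879 (NM_001134600), among the 5 lower probes with the smallest signal ratio at 120 min, was at least 4.60-fold lower. Actrt3 (NM_001108942), another of the 5, was at 0.0868 of the control (0.0782 with PACAP38 in Cy5 and 0.0965 with PACAP38 in Cy3). Its PACAP38 RNA was well above background on 1 array only.

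**Figure D2:**
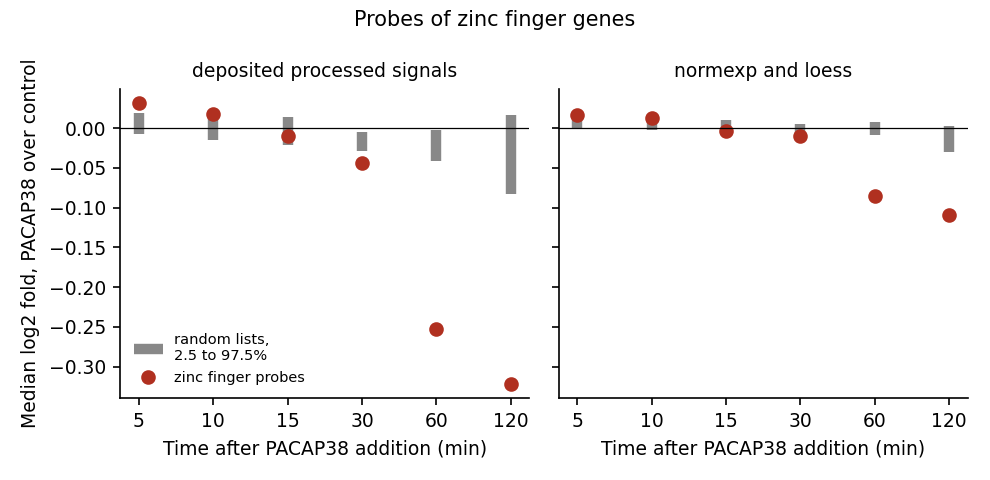
Median log2 fold (PACAP38 over control) of the probes of zinc finger genes at 5 to 120 min, from the deposited processed signals and under normexp and loess. Grey bars span the central 95% of the medians of 10000 random lists matched on mean signal. In both panels the zinc finger medians lie above the bars at 5 and 10 min and below them at 30, 60 and 120 min.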

Most of the genes whose expression was decreased were classified as transcription factors (Figure 5A). 

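Fat4 (NM_001191705, chromosome 2, 125974177 to 125974236) is measured by 4 probes. None was well above background in either RNA at any of the 6 time points, so no fold is given, and none was counted.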

*FAT4*: FAT4 had the most decreased expression after 15 min. It is considered important for neuronal polarity and migration [30]. Genes with similar functions to FAT4 were Reln [31] and Pard3 [32]. 

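Neither of the Reln probes (NM_080394) was well above background in either RNA at any time point. The brighter Pard3 probe (NM_031235, chromosome 19, 57603024 to 57603083) had both RNAs well above background throughout, with folds of 0.963 at 5 min, 0.947 at 30 min and 0.678 at 120 min, and was not counted. The other Pard3 probe, A_44_P701086, was at least 3.08-fold lower at 5 min and at least 1.91-fold lower at 30 min, without passing the limits on both arrays. It was at least 1.60-fold higher at 15 min.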

Since the first process by which neurons acquire polarity is at the stage of axonogenesis from immature neurites, there is a need for polar proteins to be repressed during the transition from progenitor cells to normal mature neurons. *Axin2*: Axin2 is a negative regulator of the Wnt pathway that acts as a scaffolding protein for the β-catenin degradation complex [33]. 

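Axin2 (chromosome 10, 98322044 to 98322103) was lower at 60 min, at 0.296 of the control (0.306 with PACAP38 in Cy5 and 0.286 with PACAP38 in Cy3), and at 120 min, at 0.207 (0.224 and 0.192). From 5 to 30 min its fold lay between 0.868 and 1.06. With normexp and loess the values at 60 and 120 min were 0.543 and 0.508, past the 2-fold limit at neither time point. With normexp and median centring they were 0.541 and 0.462, past the limit at 120 min only. The second Axin2 probe was at 0.195 at 60 min (0.407 and 0.0936), with PACAP38 well above background on 1 array only. At 120 min it was at least 1.84-fold lower and was not counted.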

Axin2 is also an important regulator of remyelination [34]. Furthermore, the activation of the Wnt/β-catenin signaling by Axin-2 knockdown in Parkinson’s disease rats reduced apoptosis, autophagy, and ROS generation, improved behavioral function, and protected nigrostriatal DA agonist neurons by increasing mitochondrial function. Upregulation of Wnt/β-catenin signaling via Axin-2 knockdown has also been reported to enhance neurogenesis of pregene (Nurr-1, Pitx-3, Ngn-2, and NeuroD1) in Parkinson’s disease rats [35]. Another was Robo2, which has been reported to inhibit Wnt signaling [36].

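Each of the 3 Robo2 probes on the array was below the level called well above background in both RNAs at all time points, 10 min included, so no fold is given.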

### 2.3. Results from the Proteome Analysis

#### 2.3.1. Proteins Whose Expression Increased by PACAP

As with the genes, many of the proteins upregulated by PACAP were proteins involved in neurite outgrowth (Egr1,3,4, Fos, Fosl2, Nr4a1,2,3, Junb, Arc) related to the ‘Initial Early Genes’ (Figure 5D). Gmip: Local inactivation of RhoA via Gmip may be involved in the regulation of dendritic development [37], and RhoA inhibitory effects have also been reported for Arhgap29 [38] and Depdc1b [39]. Fer: Downregulation of Fer expression has been reported to reduce brain damage caused by cerebral ischemia [40] and to inhibit CRMP2 phosphorylation [41]. Although the relationship with CRMP2 phosphorylation is interesting, in the present results, the amount of Fer protein peaked at 30 min after the addition of PACAP and decreased thereafter; there are reports of the formation and maintenance of intercellular adhesion as a function of Fer, and the binding of cadherins to cortical actin filaments is formation and maintenance, indicating that Fer kinase activity is important in regulating N-cadherin-mediated intercellular adhesion strength during development. N-cadherin ligation promotes tyrosine phosphorylation of Fer in wild-type fibroblasts within 15 min, reaching a peak at 30 min, followed by a significant decrease at 60 min. The decrease suggests that Fer kinase is reported to be important in the early stages of contact formation through modulation of N-cadherin mobility; the increase in N-cadherin mobility is required for the expansion of the cell contact area, which, in turn, increases adhesion strength. This expansion of cell contact area is crucial in the initiation of projection elongation, and PC12 cells that also elongate their projections show contact area expansion [42]. The increase in expression of Fer 30 min after the addition of PACAP in this study may be due to enhanced intercellular adhesion, but how CRMP2 phosphorylation by Fer affects projection elongation needs to be examined in the future. Clasp2: CLASP2 is a microtubule plus end-binding protein that promotes microtubule stabilization when overexpressed [43], and GSK3β is known to disrupt the association between CLASP2 and microtubules by phosphorylating CLASP2 [44]. It has been reported that Trim13 interacts with Nur77 and directly promotes ubiquitination and the further degradation at lysine 539 (K539), and conversely, Smad ubiquitination regulator 1 (Smurf1) can inhibit Nur77 degradation [45]. 

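Smurf1 (NM_001109598, chromosome 12, 10042269 to 10042328) had a fold of 0.684 at 120 min, with 0.718 where PACAP38 was in Cy5 and 0.652 where it was in Cy3, short of the 2-fold limit. Its second probe, A_42_P841714, pointed the other way at 120 min, with 1.39-fold.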

Although not shown in the data, Smurf1 was found to have decreased expression in 120 min array analysis. This suggests that NR4A1 expression may be regulated in the early stages. In addition, an increased expression of SYT4, which is involved in neuronal differentiation, as well as Stk11ip, Tctn1, Znrf1, Ank2, and Cep192 that are involved in axon guidance and binding, were observed.

#### 2.3.2. Proteins Whose Expression Decreased by PACAP

We discuss below some of the proteins in relation to neuronal differentiation (Figure 5D). Mis12: The Mis12 kinetochore complex mediates chromosome segregation in cell division. The proteins of the kinetochore form load-bearing structures that enhance the stability of bound microtubules and provide scaffolding for important signaling events during cell division. The knockdown of Mis12 in primary cultures of rat hippocampal neurons clearly altered the number of projections formed along dendrites, and the average density of filamentous pseudopodia-like projections increased by 50% upon knockdown of Mis12, suggesting its role in dendritic development [46]. Mis12 may have a function such as increasing the average density of projections by suppressing its expression in projection formation, since its expression is considerably decreased 15 min after the addition of PACAP. Cdk13: Cdk13 has been reported to be associated with Cdk5; depletion of Cdk12 or Cdk13 significantly reduces Cdk5 expression at both the mRNA and protein levels. It has also been suggested that Cdk12 and Cdk13 regulate axon elongation via a common signaling pathway that regulates Cdk5 expression [47]. Bcl9l: Bcl9l has been detected to be downregulated at 30, 60, and 120 min after the addition of PACAP. Knock-down of BCL9L reduces Wnt signaling activity. However, it has been reported that Bcl9l also acts without Wnt signaling [48]. CDC42: CDC42 is a member of the Rho family and is known to regulate neurite outgrowth with Rac1. Synaptic spine morphology is regulated by the activity of Rac1, Cdc42, and RhoA, and these finely balanced processes are crucial for the maturation process [49]. However, proteomic analysis showed that Cdc42 was reduced. This suggests that the action of Cdc42 may be suppressed in the early stages of projection formation, as it has been reported that neurons from Cdc42-deficient animals sprouted neurites, but the ability to form axons was strongly suppressed both in vivo.

### 2.4. Examination of Categories Characterized by the UP(-Regulated) and DOWN(-Regulated) in DAVID Analysis

#### 2.4.1. DNA Microarray Up-Regulated Gene Categories

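For the serotonin receptor genes Htr1a (NM_012585, 1 probe) and Htr2a (5 probes), no probe was well above background in either RNA at 5 min or later, and no fold is given.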

HTR1A and HTR2A were categorized in the serotonergic synapse at 5 min. 

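Of the 4 probes of Aqp4, 1 could be measured at 5 min (NM_001142366, chromosome 18, 6626431 to 6626490). Its fold was 2.53, but 3.91 with PACAP38 in Cy5 and 1.63 with PACAP38 in Cy3, so it was not counted, and normexp with loess gave 1.14. At 15 min the same probe was at 0.909.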

There are reports that neurite outgrowth is mediated via 5-HT1A and 5-HT2A receptors [50], as well as at 5 min porin, which is responsible for mediating the transport of substances into and out of the nucleus, and AQP4, in particular, has been shown to play an important role in the migration, proliferation, survival, and differentiation of adult mouse neural stem cells in vitro [51]. Other categories included ‘neuropeptide and neurogenesis’, which are important for neurite outgrowth, neurogenesis, and neuronal differentiation.

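The 5 neuropeptide genes that Fig. 6A lists at 120 min were all counted as higher at that time. Gal (NM_033237) was 4.57-fold higher (3.94 with PACAP38 in Cy5 and 5.31 with PACAP38 in Cy3), Npy 7.98-fold (13.3 and 4.77) and Pnoc 27.1-fold (50.2 and 14.6), both with the control well above background on 1 array only. Tac1 was at least 8.62-fold and Pdyn at least 11.8-fold higher, their control RNA being not well above background. Pnoc (at least 1.94-fold) and Tac1 (at least 2.72-fold) were also counted at 60 min. Under normexp and loess the folds of Gal, Npy and Pnoc at 120 min were 1.77, 1.43 and 2.47.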

#### 2.4.2. DNA Microarray Down-Regulated Gene Categories

Axon guidance category was included in the down-genes. Receptors for the axon guidance included the semaphorin family, ephrin family, and netrin; these factors act not during the initial indistinguishable elongation of neurite projections, but later, when only one projection is elongated and it becomes axonemal in nature. These factors were considered to be suppressed at 10 min of PACAP addition because they are factors that act at the time when only one projection is elongated and becomes axonal in nature, rather than at the time of an initial indistinguishable process elongation. In addition, there are retrograde endocannabinoid signaling, glutamatergic synapse, and p53 signaling pathways, including genes that have been shown to have anti-inflammatory and neuroprotective effects when suppressed, and PTGS2 inhibition has been shown to have anti-apoptotic, anti-inflammatory, and neuroprotective effects. Among them, PTGS2 suppression has been shown to promote anti-apoptotic, anti-inflammatory, and neurite outgrowth effects [52].

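Semaphorins, plexins, neuropilins, ephrins and their receptors, netrins, Unc5, Dcc, Robo and Slit genes have 123 probes on the array. At 10 min, 36 of these (26 genes) were well above background in at least 1 channel on both arrays, and 0 were counted as lower. Their median log2 fold was 0.08, above 99.45% of 10000 random lists of the same size matched on mean signal, and 13 of the 36 had a fold below 1. With normexp and loess the median was 0.03 (above 99.03% of lists), and without the filter on dim probes 0.02 (above 93.18%). At 120 min Unc5cl was lower and Sema6a and Sema7a were higher. Of the 7 genes that Fig. 6C lists under axon guidance at 10 min, 6 were not well above background in either RNA. Unc5a (NM_022206) was at least 1.72-fold lower and was not counted.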

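Ptgs2 has 2 probes on the array, and both stayed below the level called well above background with PACAP38 and in the control, at 15 min as at the other time points.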

#### 2.4.3. DAVID Analysis of Categories Involved in CRMP2 Dephosphorylation

To investigate the dephosphorylation mechanism of CRMP2, in particular, in the neurite projection elongation pathway by PACAP, pathway analysis of genes with variable expression obtained by DNA microarray analysis was performed using the DAVID tool. The main results of the categorical analysis are shown in Figure 6A,C. The cAMP signaling pathway and the PI3K-Akt signaling pathway were detected as categories of increased gene expression (UP), and the calcium signaling pathway was detected as a (DOWN) category. cAMP signaling pathways were MEK-related. This suggests that PACAP-induced neurite projection elongation is mainly mediated by MEK/ERK and PI3K/Akt pathways. Although the categorized genes could be identified to promote vasorelaxation by attenuating Ca^2+^ signaling, many vasoconstrictor receptor genes were included. EDNRB, which was down-regulated at 5 min and down-regulated at 30 min, were the most potent vasoconstrictors. 

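Ednrb (NM_017333, chromosome 15, 87893634 to 87893693) and Ednra (NM_012550) each have 2 probes. None of them was well above background in either RNA at 5, 15 or 30 min, which leaves the direction of both genes undetermined on these arrays.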

Although EDNRB is also believed to have vasodilatory effects, a recent report suggests that the up-regulation of EDNRB in vascular smooth muscle cells causes vasoconstriction [53,54]. Similarly, AGTR1A down-regulated at 5 min and AGTR1B down-regulated at 30 min are also activated by the vasoconstrictor peptide angiotensin II. 

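Neither Agtr1a (NM_030985) nor Agtr1b (NM_031009), with 1 probe each on 10 spots, had a signal well above background in the PACAP38 or the control RNA at any time point.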

PTAFR, down-regulated at 15 min, is a platelet-activating factor (PAF) receptor, and PAF not only aggregates and activates platelets and white blood cells, but also decreases blood pressure and induces biological activities, such as tracheal contraction [55].

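Ptafr (NM_053321, chromosome 5, 152565790 to 152565849) had a fold of 0.564 at 15 min. It was 0.638 with PACAP38 in Cy5 and 0.499 with PACAP38 in Cy3, so the limit was passed on 1 array only. At the other time points the fold lay between 0.815 and 1.25.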

Thus, while gene expression of many vasoconstriction-related factors is downregulated in the calcium signaling pathway, the cGMP-PKG signaling pathway in (UP)-gene category contains many vasodilation-related factors (Figure 6B). 

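Fig. 6C lists 7 calcium signaling genes as down-regulated at 5 min, 7 at 15 min and 8 at 30 min. Of these, 5, 3 and 5 were not well above background in either RNA at that time, and 0 were counted as lower at any of the 3 time points. The measured folds were 0.822 and 1.0 at 5 min (Prkaca and Itpr1), 0.564 to 0.921 at 15 min, and 0.696 and 1.31 at 30 min (Phkb and Slc8a1). Htr2b was at least 1.77-fold lower at 15 min and at least 1.36-fold lower at 30 min, short of the limits.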

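Adora1 was not well above background in either RNA at 10 min. At 10 min the fold was 0.771 for Vasp, 0.960 for Bdkrb2, 1.07 for Irs2 and 1.11 for Atp2b1. At 120 min Bdkrb2 (NM_001270713) was counted as higher, at 5.58-fold (5.59 with PACAP38 in Cy5 and 5.56 with PACAP38 in Cy3), and at 4.02-fold on its second probe (5.69 and 2.84). Vasp was 2.01-fold higher at 120 min (2.19 and 1.85) and was not counted. Irs2 was 1.78-fold higher on its brightest probe and 2.30-fold on a second, counted one. Atp2b1 and Vdac1 reached 1.86- and 1.66-fold at 120 min.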

UP genes at 10 min contain the potent vasodilator adenosine receptor ADORA1, as well as the vasodilator-stimulated phosphoprotein VASP, the bradykinin receptor BDKRB2 [56], which is a hypovolemic peptide, IRS2 [57], that mediates the vasodilatory effects in perivascular fat tissue, and ATP 1A1 and ATP2B1 expression silencing leads to the development of hypertension due to vasoconstriction [58,59]. Furthermore, it has been reported that decreased VDAC1 expression may lead to cardiovascular diseases, such as pulmonary arterial hypertension [60]. RGS2 plays a role in reducing vasoconstriction and promoting relaxation by negatively regulating Gαq, which transmits signals from a variety of vasoconstrictors [61].

In the smooth muscle cells, Rho-activates Rho-kinase upon stimulation by vasoactive substances, such as noradrenaline and endothelin, results in vasoconstriction via the Rho-kinase pathway. Conversely, Rho-kinase inhibitors have been shown to suppress vasoconstriction. cGMP-PKG signaling has been reported to inhibit Gq/Rho/Rho kinase (ROCK) signaling [62]. In particular, RGS2 may be involved in the repression of Gq/Rho/Rho kinase (ROCK) signaling and is believed to promote neurite outgrowth [63]. 

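Rgs2 (AF279918, chromosome 13, 57890958 to 57891017) was not well above background in either RNA at 10 min. PACAP38 was at least 1.92-fold higher at 15 min, at least 11.2-fold at 30 min and at least 88.0-fold at 60 min, where the control RNA was not well above background. At 120 min, with the control well above background on 1 of the 2 arrays, the fold was 269 (253 with PACAP38 in Cy5 and 285 with PACAP38 in Cy3). Normexp with loess gave 23.7-fold and median centring 20.5-fold at 120 min, the largest relative change under these settings among the 79 measured folds of named genes. The relation to time in minutes had an r of 0.888 (exact permutation p = 0.00139, adjusted p = 0.00625) and a rho of 1 (exact p = 0.00278, adjusted p = 0.00556). Before 15 min neither RNA was well above background. In limma the slope was 1.90 log2 units per log2 time (SE 0.118, adjusted p = 0.0399). The adjusted p in limma was 0.0619 with normexp and loess, 0.0878 with median centring, 0.0783 without the filter on dim probes and 0.894 with slide as a block. It was 0.0202 with time in minutes. With 10, 15, 30 or 120 min left out it was 0.139, 0.0932, 0.0553 and 0.0831, and without 5 or 60 min 0.0297 and 0.0165.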

The present DNA microarray analysis showed that RGS2 expression tended to increase up to 120 min after the addition of PACAP and was 300-fold higher at 120 min than the control (Figure 6B), suggesting that the strong increase in RGS2 expression by PACAP likely inhibits Rho-kinase, which, in turn, might be linked to CRMP2 dephosphorylation and projection elongation. In addition, we observed that many vasoconstrictors were suppressed, suggesting that this is most likely due to Rho-kinase inhibition.

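On the brightest probe of each gene, Dpysl2 (the gene of CRMP2), Gsk3b, Cdk5 and Adcyap1r1 (the gene of PAC1-R) had folds of 0.907 to 1.27 over the 6 time points. Other probes gave up to 1.59-fold (Adcyap1r1 at 120 min) and down to 0.658 (Dpysl2 at 15 min). No probe of these 4 genes was counted. The paper proposes that the rise of Rgs2 over time might be linked to CRMP2 dephosphorylation and projection elongation.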

## 3. Materials and Methods

### 3.1. Cell Culture

The PC12 cells (RCB0009) were obtained from the RIKEN Cell Bank (Tsukuba, Japan). Cells were cultivated in RPMI medium 1640 (ATCC Modification, Thermo Fisher Scientific, Grand Island, NY, USA) in a CO_2_ incubator (37 °C, 5%) with 5% fetal bovine serum (FBS) (16140063, Gibco, Billings, MT, USA), 10% horse serum (HS) (H1138, SIGMA, St. Louis, MO, USA), and antibiotics (penicillin-streptomycin, P4458, Sigma, St. Louis, MO, USA). Cellmatrix Type IV (Nitta Gelatin Inc., Osaka, Japan) was used to coat the culture dish. PC12 cells cultured in 10 cm sterile culture dishes were incubated for 24 h, and PACAP38 10^−7^ M was added post-incubation. PC12 cells after 5, 10, 15, 30, 60, and 120 min post-incubation from PACAP38 addition were used for total RNA extraction for DNA microarray analysis [9,10,11,12]. Similarly, PC12 cells after 15, 30, 60, and 120 min of incubation from PACAP addition were used for total protein extraction for proteomic analysis [9,10,12].

### 3.2. DNA Microarray Analysis

Total RNA was extracted from the cells using the RNeasy Mini Kit (74104, Qiagen, Germantown, MD, USA) [9,10,11]. To verify the quality of this RNA, yield and purity were determined spectrophotometrically on a DeNovix DS-11 spectrophotometer (DeNovix, Wilmington, DE, USA), and confirmed using formaldehyde-agarose gel electrophoresis. To check the quality of the synthesized cDNA using the Affinity Script QPCR cDNA synthesis kit (600559, Agilent Technologies Inc., Santa Clara, CA, USA), PCR reaction was performed to confirm the expression of house-keeping genes (beta-actin or GAPDH) using Emerald Amp PCR Master (RR300A, Takara, Japan). PCR products were separated on a 1.6% agarose gel and visualized with ethidium bromide staining under UV light. Total RNA extracted from PC12 cells (*n* = 6), pooled prior to DNA microarray analysis (Whole Rat Genome DNA Microarray 4 × 44K, G4131F; Agilent Technologies Inc., Santa Clara, CA, USA). Microarray experiment was described previously [9,10]. Total RNA (400 ng) was labeled with either Cy3 or Cy5 dye using an Agilent Low RNA Input Fluorescent Linear Amplification Kit (Agilent Technologies Inc., Santa Clara, CA, USA). Fluorescently labeled targets of control, as well as treated samples, were hybridized to the same microarray slide with 60-mer probes. A flip labeling (dye-swap or reverse labeling with Cy3 and Cy5 dyes) procedure was followed to nullify the dye bias associated with unequal incorporation of the two Cy dyes into cDNA, and to select the differentially expressed genes by the dye-swap approach. 

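The part of the ratio that follows the dye shows in the correlation of the log2 folds on both arrays of a time point, across probes. These are not independent replicates. Over all probes it was -0.64 at 5 min, -0.66 at 10 min, -0.60 at 15 min, -0.51 at 30 min, -0.35 at 60 min and -0.04 at 120 min, so most probes moved with the dye. Over probes well above background in both channels on both arrays (14928 at 5 min, 15720 at 120 min), it was -0.37, -0.23, 0.27, 0.30, 0.70 and 0.83. Of these probes 35.9, 36.1, 53.2, 38.3, 61.1 and 74.1% had folds in the same direction on both arrays from 5 to 120 min. The share at 30 min was thus lower than at 15 min.

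**Figure D3:**
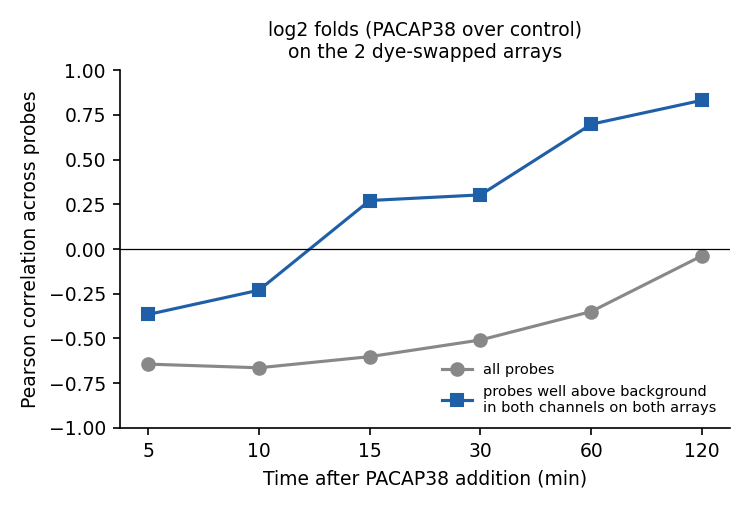
Pearson correlation across probes of the log2 folds (PACAP38 over control) on the 2 dye-swapped arrays of each time point. Grey circles are all probes and blue squares those well above background in both channels on both arrays, which pass from -0.37 at 5 min to 0.83 at 120 min.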

Hybridization and wash processes were performed according to the manufacturer’s instructions, and hybridized microarrays were scanned using an Agilent Microarray scanner G2505C (Agilent Technologies Inc., Santa Clara, CA, USA).

For the detection of significantly differentially expressed genes between control and treated samples, each slide image was processed by Agilent Feature Extraction software (version 9.5.3.1). This program measures Cy3 and Cy5 signal intensities of whole probes. Dye-bias tends to be signal intensity dependent; therefore, the software selected probes using a set by rank consistency filter for dye-normalization. Said normalization was performed by LOWESS (locally weighted linear regression), which calculates the log ratio of dye-normalized Cy3- and Cy5-signals, as well as the final error of log ratio. The significance (P) value based on the propagate error and universal error models. In this analysis, the threshold of significant differentially expressed genes was <0.01 (for the confidence that the feature was not differentially expressed). In addition, erroneous data generated due to artifacts were eliminated before data analysis using the software.

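In the deposited files, the log10 ratio of 20.1 to 26.7% of the spots per array was set to 0, mostly spots with a substituted signal in both channels. The deposited table of ratios equals the log10 of the processed Cy5 over Cy3 intensities within 0.0001 for all spots and holds no such zeros for them.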

The functional categories (KEYWORDS) and pathway (KEGG pathway) of the list of variable genes selected by the microarray analysis were analyzed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.8.

### 3.3. Proteome Analysis

For extracting the proteins, PC12 cells were isolated by the addition of LB-TT extraction solution (7 M (*w*/*v*) urea, 42 g; 2 M (*w*/*v*) thiourea, 15.2 g; 4% (*w*/*v*) CHAPS, 4.0 g; 18 mM (*w*/*v*) Tris-HCl (pH 8.0), 1.8 mL; 14 mM (*w*/*v*) Trizma base, 169.5 mg; 0.2% (*v*/*v*) Triton X-100; 0.2 mL 50 mM (*w*/*v*) DTT, 771.5 mg; 1% (*v*/*v*) pH 3–10 ampholyte, 1 mL; and two EDTA-free proteinase inhibitor (5892791001, Roche, Basel, Switzerland) tablets in a total volume of 100 mL)) to lyse the cells [9,10,12]. One (1) mL of LB-TT was quickly added to the culture dish and immediately mixed for 1 minute at room temperature. Protein concentration was determined with a Pierce™ 660 nm Protein Assay Reagent (Thermo Fisher Scientific, Waltham, MA, USA) using bovine serum albumin (BSA) as a standard and a DeNovix DS-11 spectrophotometer.

#### 3.3.1. Protein Digestion by Filter-Aided Sample Preparation (FASP)

Protein digestion was carried out using a filter-aided sample preparation (FASP) approach, as described in a previous study [64,65]. Briefly, acetone-precipitated proteins (300 μg) were dissolved in 30 μL of denaturation buffer (4% sodium dodecyl sulfate (SDS) and 100 mM dithiothreitol (DTT) in 0.1 M tetraethylammonium tetrahydroborate (TEAB), pH 8.5. After sonication of the sample for 3 min and heating at 99 °C for 30 min, denatured proteins were loaded onto a 30-kDa spin filter (Merck Millipore, Darmstadt, Germany) and diluted with UA buffer (8 M urea in 0.1 M TEAB, pH 8.5) to a final volume of 300 μL. The filter units containing proteins were washed, and the buffer was exchanged three times using 300 μL of UA buffer by centrifugation at 14,000× *g* for removal of SDS. After removing SDS from the samples, cysteine alkylation was accomplished through the addition of 200 μL of alkylation buffer (50 mM iodoacetamide (IAA), 8 M urea in 0.1 M TEAB, pH 8.5) for 1 h at room temperature in the dark. Then, the buffer was exchanged with UA buffer to TEAB buffer (50 mM TEAB, pH 8.5) in a spin filter unit. The protein was digested with trypsin (enzyme-to-substrate ratio (*w*/*w*) of 1:100) dissolved in 50 mM TEAB buffer containing 5% acetonitrile (ACN) at 37 °C overnight. After overnight digestion, the digested peptides were collected by centrifugation, and the filter device was rinsed with 50 mM TEAB and 50 mM NaCl. The peptide concentrations were measured using the Pierce Quantitative Fluorometric Peptide Assay kit (Thermo Fisher Scientific, Waltham, MA, USA), according to the manufacturer’s instructions.

#### 3.3.2. Peptides Labeling with Tandem Mass Tags (TMT), Desalting, and Basic pH Reversed Phase (BPRP) Peptide Fractionation Using Stage-Tip

TMT labeling of digest peptides was performed as described previously [65,66,67] using a TMT 10-plex kit (Thermo Fisher Scientific, Waltham, MA, USA). Briefly, each TMT reagent (0.8 mg) was dissolved in 120 μL of anhydrous ACN, of which, 25 μL was added to each sample. Prior to incubation each sample set, additional ACN was added as 30% of final concentration. After incubation at room temperature for 1 h, the reaction was quenched with hydroxylamine to a final concentration of 0.3% (*v*/*v*). After TMT-labeling, all the labelled peptides across all samples were combined and lyophilized. The pooled TMT-labeled peptides were desalted using the HLB OASIS column (Waters, Milford, MA, USA), according to the manufacturer’s instruction. After desalting, peptides were lyophilized again and dried peptides were reconstituted in 200 μL of loading solution (15 mM ammonium formate, 2% ACN) and were fractionated into 12 fractions using in-house developed stage-tips, prepared by packing C18 Empore disk membranes (3M, Bracknell, UK) at the bottom and POROS 20 R2 reversed phase resin (Thermo Fisher Scientific, Waltham, MA, USA) into 200 μL yellow tip. Prior to peptide loading, the stage-tip was washed with 100% methanol, 100% ACN and equilibrated with loading solution. The peptide was loaded, and 12 fractions were subsequently eluted with pH 10 buffer solution containing 5, 8, 11, 14, 17, 20, 23, 26, 29, 32, 35, 41, 44, 60, 80, and 100% ACN, as described previously. Finally, the 12 fractions were lyophilized in a vacuum centrifuge and stored at −80 °C until further LC-MS/MS analysis.

#### 3.3.3. Q-Exactive MS Analysis

Obtained peptides were dissolved in solvent-A (water/ACN, 98:2 *v*/*v*; 0.1% formic acid) and separated by reversed-phase chromatography using a UHPLC Dionex UltiMate^®^ 3000 (Thermo Fisher Scientific, Waltham, MA, USA) instrument [68]. For trapping the sample, the UHPLC was equipped with Acclaim PepMap 100 trap column (100 μm × 2 cm, nanoViper C18, 5 μm, 100 Å) (Thermo Fisher Scientific, Waltham, MA, USA) and subsequently washed with 98% solvent A for 6 min at a flow rate of 6 μL/minutes. The sample was continuously separated on an Acclaim PepMap 100 capillary column (75 μm × 15 cm, nanoViper C18, 3 μm, 100 Å) at a flow rate of 400 nL/minute. The LC analytical gradient was run at 2% to 35% solvent B (100% ACN and 0.1% formic acid) over 90 min, then 35% to 95% over 10 min, followed by 90% solvent B for 5 min, and finally, 5% solvent B for 15 min. Liquid chromatography-tandem mass spectrometry (LC-MS/MS) was coupled with an electrospray ionization source to the quadrupole-based mass spectrometer QExactive™ Orbitrap High-Resolution Mass Spectrometer (Thermo Fisher Scientific, Waltham, MA, USA). The resulting peptides were electro-sprayed through a coated silica emitted tip (Scientific Instrument Service, Amwell Township, NJ, USA) at an ion spray voltage of 2000 eV. The MS spectra were acquired at a resolution of 70,000 (200 *m*/*z*) in a mass range of 350–1650 *m*/*z*. The automatic gain control (AGC) target value was 3 × 10^6^ and the isolation window for MS/MS was 1.2 *m*/*z*. Eluted samples were used for MS/MS events (resolution of 35,000), measured in a data-dependent mode for the 15 most abundant peaks (Top15 method), in the high mass accuracy Orbitrap after ion activation/dissociation with higher energy C-trap dissociation (HCD) at 32 collision energy in a 100–1650 *m*/*z* mass range [68]. The AGC target value for MS/MS was 2 × 10^5^. The maximum ion injection times for the survey scan and MS/MS scan were 30 ms and 120 ms, respectively.

#### 3.3.4. Data Processing Using MaxQuant Software and Data Analysis Using Perseus and R Program

The MaxQuant software (version 1.6.5.0, Max Planck Institute of Biochemistry, Munich, Germany) was used to apply for a database search as described previously [66,69,70]. All the three technical replicates were cross-referenced against the rat (*Rattus norvegicus*) and mouse (*Mus musculus*) databases (36,180 and 86,074 entries, respectively, https://https://www.uniprot.org/ (accessed on 26 October 2019). TMT data processing of two different data was performed using default precursor mass tolerances set by the Andromeda search engine, which was set to 20 ppm for the first search and 4.5 ppm for the main search. Reporter mass tolerance has to set the minimum as 0.003 Da, and the minimum reporter precursor ion fraction (PIF) was set as 0.5. The product mass tolerance was set to 0.5 Da, and a maximum of two missed tryptic cleavage were allowed. Carbamidomethylation of cysteine residues and acetylation of lysine residues and oxidation of methionine residues were specified as fixed and variable modifications, respectively. A reverse nonsense version of the original database was generated and used to determine the FDR which was set to 1% for peptide identifications. Statistical analysis was carried out using Perseus software (ver. 1.6.17.0) (Max Planck Institute of Biochemistry, Munich, Germany) [70]. The normalization of reporter ion intensities was carried out using an internal reference scaling (IRS) method as described previously [65,71]. Briefly, we employed the multiple normalizations through Bioconductor of R program, in which, first sample loading (SL) normalization among the samples was conducted for corrections of sample loading errors using mean values calculated from sum value of each column, and IRS method was applied in second normalization among the technical replicates to normalize the differences in the intensity values that arise because of separate MS runs. Missing values imputation was carried out from a normal distribution (width: 0.3, downshift: 1.8) using Perseus software [70]. Multiple sample test, controlled by the Benjamini–Hochberg FDR threshold of 0.05, was applied to identify the significant differences in the protein abundance (≥1.25- and ≥1.5-fold change). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [20,21] partner repository, with the dataset identifier PXD039992.

## 4. Conclusions

This targeted omics analyses detected many molecular factors that are important in the early stage of neurite projection elongation by PACAP, which is one of the highlights of this study. Moreover, as this highly diverse bioactive peptide has roles in neurogenesis/differentiation, embryonic development, and neuronal repair, and therein brain development, these results reinforce the importance of continued research into not only fundamental research into signaling mechanisms downstream of PACAP, but also gaining hints from the omics data to provide therapeutic possibilities for brain pathologies [72], including stroke, one of the first reasons our group has been researching PACAP38 [11].

An intriguing factor was the Rgs2, a member of the regulator of G protein signaling (RGS) proteins, which is responsible for the rapid turnoff of G protein-coupled receptor signaling pathways [73]. RGS2, which is involved in Rho/ROCK inhibition, may be important in the CRMP2 dephosphorylation by PACAP. Future studies will investigate the CRMP2 dephosphorylation and projection elongation effects of RGS2; CRMP2 dephosphorylation of CDK5 could not be discussed deeply from the present results. However, proteome analysis detected Axin2, suggesting that Cdk5, as indicated by the orange (dotted) arrow in Figure 6B, may suppress the GSK-3β. Axin is phosphorylated by Cdk5, and this phosphorylation promotes the interaction between Axin and GSK-3β, and the interaction between Axin and GSK-3β was also observed. It has been reported that GSK-3β is negatively regulated by Cdk5, which is important for neuronal polarization and axonal development [74,75,76]. Therefore, it would be interesting to see whether phosphorylation of Axin2 by CDK5 leads to inhibition of GSK-3β activity, and the possibility of GSK-3β-mediated CRMP2 dephosphorylation by CDK5 would be interesting to clarify in the future.

Pac1r activation by PACAP prevents tau accumulation and improves cognitive performance in mice, indicating a potential therapeutic approach for AD and other tauopathies [77]. We are currently conducting CRMP2 dephosphorylation and omics analysis in Pac1r-KO mouse brain tissue and hope to elucidate Pac1r-mediated dephosphorylation of CRMP2 by PACAP, which will contribute to the development of early prevention methods to reduce the risk of disease development, as possible.

## Figures and Tables

**Figure 1:**
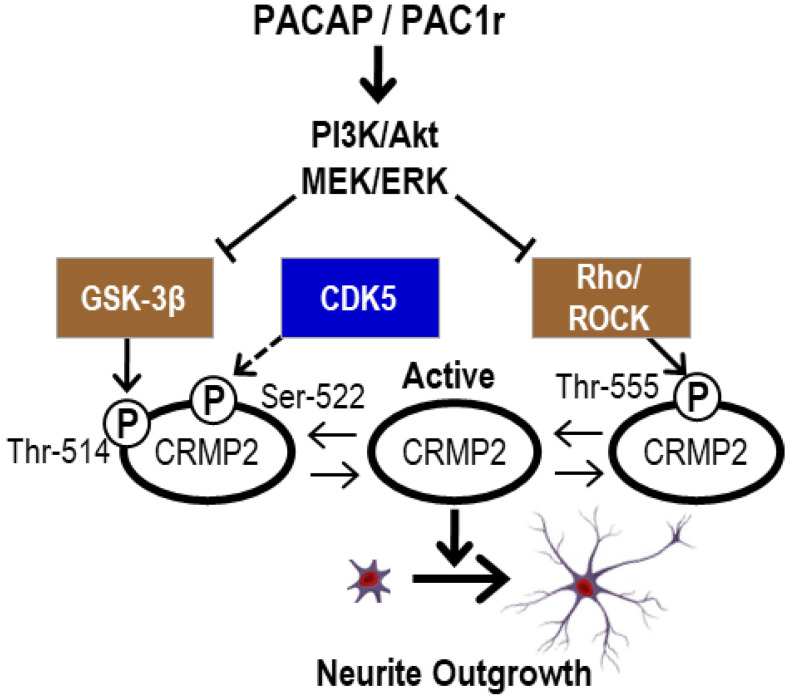
Scheme of Pac1r-mediated projection elongation of PACAP. The projection elongation action of PACAP depends on the dephosphorylation of CRMP2 through the regulation of Gsk3b, CDK5, and Rho/ROCK, with Pac1 receptor-mediated PI3K/AKT and MEK/ERK as the main pathways. The dephosphorylated CRMP2 becomes active and promotes projection elongation.

**Figure 2:**
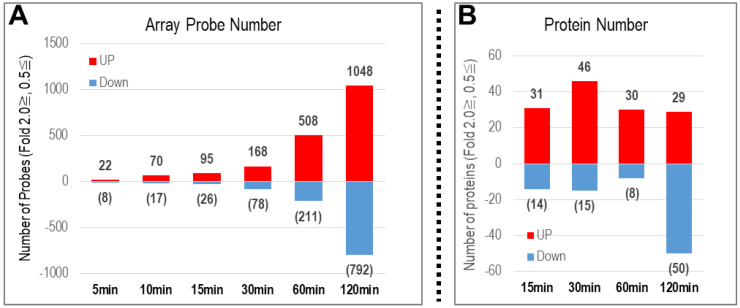
Number of genes (**A**) and proteins (**B**) whose expression was altered by PACAP in the PC12 cells. (**A**) Genes whose expression was altered by microarray analysis of PC12 cell RNA at 5, 10, 15, 30, 60, and 120 min after addition of PACAP. (**B**) Proteins with altered expression obtained by TMT-LC-MS/MS analysis of PC12 cell proteins at 15, 30, 60, and 120 min after addition of PACAP.

**Figure 3:**
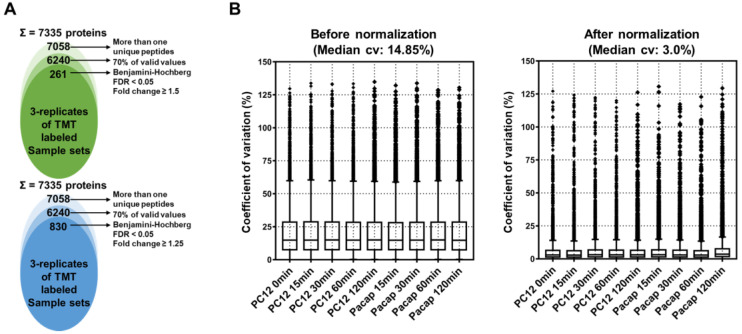
Label-free quantitative proteomic analysis of proteins extracted from PC12 cells. (**A**) Venn diagram showing the distribution of the total identified and significantly modulated proteins during different stages of analysis. The upper panel shows number of significant proteins with a fold change cutoff value of ≥1.5, while the lower panel shows significant proteins with a fold change cutoff value of ≥1.25. (**B**) Box plots showing CV values before and after the application of IRS normalization.

**Figure 4:**
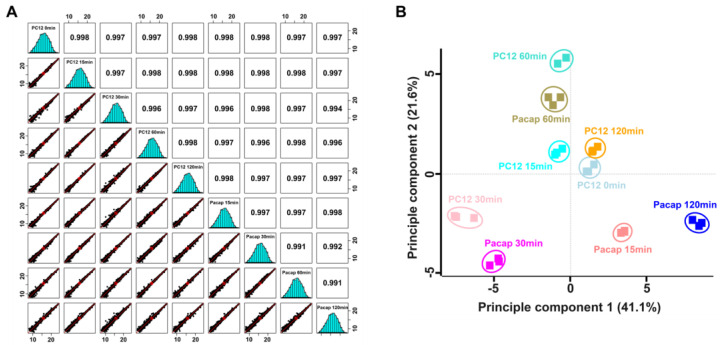
(**A**) Multi-scatter plot indicating the correlation between protein intensities among PC12 sample sets. Reproducibility across the replicate of three samples revealed by Pearson’s correlation value. (**B**) Principle component analysis of significantly modulated proteins identified by TMT-based quantitative proteome analysis.

**Figure 5:**
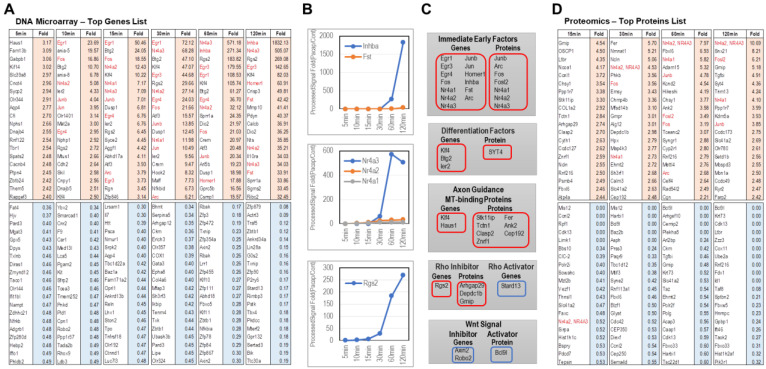
Top 20 genes and proteins whose expressions were altered by PACAP in the PC12 cells. (**A**) List of the top 20 genes whose expression was altered by DNA microarray analysis at 5, 10, 15, 30, 60, and 120 min after the addition of PACAP. (**B**) Expression changes of Inhba, Fst, NR4A1,2,3, and Rgs2 genes. Gene expression levels (ProcessedSignal) on the vertical axis are expressed as Fold (PACAP treatment/Control) values. (**C**) Top 20 genes and proteins with altered expression by PACAP, categorized as Initial Early Factors, Differentiation factors, Axon guidance, MT-binding proteins, Rho inhibitor, and genes and proteins categorized as Initial Early Factors are shown in red (up-regulated) and blue (down-regulated) boxes. (**D**) List of the top 20 proteins with altered expression obtained by TMT-LC-MS/MS analysis at 15, 30, 60, and 120 min after addition of PACAP.

**Figure 6:**
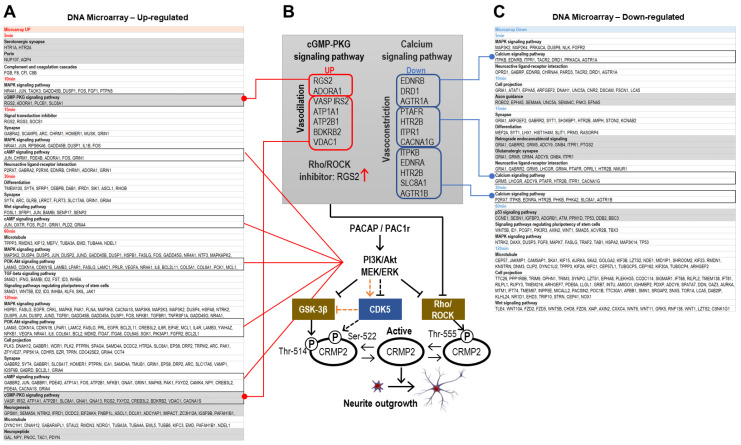
Categorical analysis using the DAVID tool of the genes (2.0-fold ≥, 0.5-fold ≤) whose expression was altered by PACAP obtained through the DNA microarray analysis. The categories mentioned in the discussion are in gray, and the categories thought to be involved in the Pac1r-mediated neurite projection elongation effect of PACAP shown in B are circled with black lines. (**A**) Categories of genes whose expression was increased by PACAP. (**B**) Genes categorized in the cGMP-PKG signaling pathway and Calcium signaling pathway that have functions of vasodilation and vasoconstriction may be involved in Rho/ROCK inhibition; red boxes, up-regulated genes; blue boxes, down-regulated genes. The red arrow indicates a strong up-regulation of the RGS2 gene. (**C**) Categories of genes whose expression was decreased by PACAP.

## Data Availability

The data presented in this study are available in the article and submitted databases. The raw data are available upon a reasonable request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24044169/s1.

How the deposited data were processed for this re-analysis (not part of the article)

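PC12 cells, a rat pheochromocytoma line, were treated with PACAP38 for 5, 10, 15, 30, 60 or 120 min. RNA pooled from PC12 cells (n = 6) was compared with the control RNA of the same time point, by the sample labels, on 12 Agilent whole rat genome arrays (4x44K format) with 2 colours. The 2 arrays of a time point hold the same RNA pools with Cy3 and Cy5 exchanged, and each slide carries 2 time points. Each time point is therefore 1 replicate.

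The authors scanned the arrays and made the processed intensity values with Agilent's Feature Extraction: as deposited, Cy3 and Cy5 intensities are background-subtracted, detrended and LOWESS dye-normalized, with a surrogate where a spot is not above background. The deposited files also give the mean and background intensities of the scanner without normalization. The log10 ratios of the files were made by the authors' software as the log10 of processed Cy5 over Cy3 and, as deposited, are set to 0 on some spots, while the deposited table of ratios holds the log10 of Cy5 over Cy3 without these zeros. The deposited p-value of a spot was computed by the authors' software for its log ratio. The deposited flags mark control spots, outliers, saturation and spots well above background. None of these values was turned for the dye exchange before it was deposited.

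Ratios of PACAP38 to control were computed from the processed intensities, turned by the dye orientation of each array. Control spots and spots with an outlier flag were left out, log2 ratios of spots of 1 probe were averaged, and their p-value is the median of the spots. A probe was counted as higher or lower with a fold of at least 2 or at most 0.5 and a p-value below 0.01 on both arrays in the same direction. Between 38.4 and 49.6% of the spots per array were well above background in the control channel. A fold with 1 RNA well above background on neither array is a lower bound, and with both RNAs there no fold is given. With 2 arrays of the same pools, precision is shown by both folds.

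Genes named in the passages are those the paper names from its arrays, the genes listed in Fig. 6 for neuropeptides, for axon guidance at 10 min and for calcium signaling at 5, 15 and 30 min, and the probes among the 5 with the largest and the 5 with the smallest counted fold at a time point. Of several probes of a gene, the one with the highest mean processed intensity is the gene's value. Positions are on rat build rn4, and names were updated by RefSeq accession.

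Relations to time used Pearson's r and Spearman's rho with exact permutation tests over the 720 orders of the 6 time points, two-sided, with Benjamini-Hochberg adjustment in a family of 2 for counts of probes and a family of 6 for genes. A slope on log2 time was fitted across probes with limma 3.58.1 in R 4.3.3, for probes well above background in at least 1 channel on both arrays of at least 1 time point, at an adjusted p below 0.05. The fit was tested on simulated data with 200 changed probes, of which 94.5% were recovered, and 10% of its calls were false. The simulated noise was independent between probes, without shared array or slide effects. The simulated slopes were steeper than those of many probes that passed in the data. These rates therefore do not carry over to the real arrays. Lists of genes were set against 10000 random lists matched on mean signal, in 50 bins. Zinc finger genes were taken by description or by name. Other steps ran in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

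The alternatives tried were other rules on fold and p-value, 1 array alone, filters on dim probes, normexp background correction (offset 50) with loess or with median centring, the deposited table of ratios, genes in place of probes, other averages, other probes, time in minutes, slide as a block, and leaving out each time point. The proteome measurements were not analysed here. No test between PACAP38 and control was made at a single time point, since both arrays hold the same pools.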

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

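The tests of the 4 results below were all chosen after the results were seen.

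Zfp455 (A_44_P498642, chromosome 2, 86210398 to 86210457) was counted as lower at 60 min and higher at 120 min, the only probe of the array counted in both directions. Its fold was 0.255 at 60 min (0.318 with PACAP38 in Cy5 and 0.205 with PACAP38 in Cy3) and 3.82 at 120 min (3.58 and 4.07). The difference between these time points was not tested. On the technical side, both RNAs were well above background on all arrays, and both dye orientations gave the same direction, which argues against background noise and dye bias. Under normexp and loess the folds were 0.662 and 2.26, and with median centring 0.661 and 1.99, so the direction held under both while the size did not. Both time points lay on the same slide. A probe of Zfp458, 32218 bp away, had folds of 1.09 and 0.908. Of the 357 probes higher at 60 min, 301 were higher and 0 lower at 120 min, which argues against exchanged labels at either time point. Signal from related zinc finger transcripts was not tested. A return to the control level alone would not give the 3.82-fold at 120 min. A fall at 60 min with a later rise above the control, in the PACAP38 RNA, remains open as a biological explanation.

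3 probes with the description "Unknown", outside the genes the paper discusses, were counted as higher at 5 time points, 10 to 120 min. They were picked by that description and by that number of time points. A_44_P578452 (chromosome 12, 33685682 to 33685741) had folds of 5.89, 9.49, 19.7, 16.4 and 4.87, highest at 30 min. A_44_P707354 (chromosome 17, 62771650 to 62771709) had 15.1, 17.5, 17.6, 16.0 and 18.0, highest at 120 min. A_44_P717057, for which the annotation gives no position, had 3.33, 2.55, 3.11, 3.01 and 4.00, highest at 120 min. From 10 min on both RNAs of the 3 probes were well above background on both arrays, and both dye orientations gave the same direction, which argues against noise near background and dye bias.

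Their size depended on the scaling: under normexp and loess the folds were 4.68 for A_44_P578452 at 30 min, 6.34 for A_44_P707354 and 1.61 for A_44_P717057 at 120 min, the last below 2-fold. The time of the highest fold changed too: under normexp and loess A_44_P578452 was highest at 60 min (5.49), and A_44_P707354 was lower at 120 min than at 15 and 60 min (6.63 each). The nearest named gene probe to A_44_P578452 is of Vps37b, 24349 bp away, with 2.12-, 13.8- and 12.3-fold at 30, 60 and 120 min. The nearest to A_44_P707354 is of Crem, 58971 bp away, with 1.0-fold at 10 min and 3.84-, 10.8- and 18.1-fold at 30, 60 and 120 min. Both rose later than the unnamed probe beside them. Transcripts induced by PACAP38 and binding of other transcripts to these probes both remain open.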

How the results depend on the processing

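Counting each spot without the p limit, the relations of genes to time under other scalings, those of counts to time under other scalings or on 1 array, the other scalings of the zinc finger list and the highest spot of a probe were chosen after the data were seen. The other alternatives were set before the data were examined.

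Changed probes (0, 27, 48, 144, 511 and 1425 from 5 to 120 min) moved by over 1.5 times under these settings. The array with PACAP38 in Cy5 alone gave 666, 832, 815, 617, 1475 and 2834. The array with PACAP38 in Cy3 alone gave 1005, 659, 591, 644, 1775 and 3021. A geometric mean fold without p limit gave 288, 268, 345, 501, 1274 and 2751, and with p below 0.01 on both arrays 4 at 5 min. 2-fold on both arrays without p limit gave 29, 64 and 92 at 5, 10 and 15 min, and each spot counted without p limit 30, 87, 121 and 246 at 5 to 30 min. Well above background in both channels on both arrays left 29 at 15 min and 93 at 30 min. Normexp and loess gave 8, 18, 52, 166 and 415 from 10 to 120 min, and normexp and median centring 8, 18, 43, 113 and 288. Fewer probes pass a filter and more pass a looser rule by construction. Normexp adds an offset of 50 to both channels, which shrinks the changes of dim probes by construction. Median processed signals per array were 15.4 to 29.8 with PACAP38 and 15.5 to 31.5 in the control. How much of the smaller counts under the scalings this offset explains was not tested. The deposited table of ratios, genes in place of probes, and well above background in at least 1 channel kept each count within 1.5 times.

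Probes changed in opposite directions fell from 217, 230, 191, 132, 276 and 185 to 1, 2, 0, 2, 3 and 1 among probes well above background in both channels. With at least 1 channel well above background 127 were left at 5 min, and under normexp and loess 0 at each time point. The share of higher probes with the control not well above background became 27.5% at 60 min and 29.2% at 120 min when any channel on any array was counted, which is wider by construction.

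The number of probes with a slope over time (147 of 20203 in limma, 5805 at an unadjusted p below 0.05) depended strongly on the setting. It became 27 under normexp and loess (5844 unadjusted), 1 under normexp and median centring (6643), 5335 with time in minutes (8064), 0 with slide as a block (943), 0 of 40933 without the filter on dim probes (6552) and 976 of 13939 for probes well above background in both channels on all arrays (4957). Leaving out 1 time point in turn gave 0 to 153. The cause was not tested. A total of 1 of 100 orders of the time points, the real one included, gave as many probes, which argues against chance order for the main setting. The other orders gave 0 each.

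The relations of higher and lower probes to time (r) stayed past the threshold under 7 settings, 2 of them set before the data were examined, with r of 0.922 to 0.997 for higher and 0.908 to 0.975 for lower probes. With 1 array alone rho was not past it, at 0.6 for higher and 0.829 for lower probes with PACAP38 in Cy5 (adjusted exact p of 0.242 and 0.117) and at 0.6 and 0.486 with PACAP38 in Cy3 (0.356 each). With 1 array alone r without 60 and 120 min lay between -0.854 and -0.0741. For Nr4a2 normexp and loess brought r to 0.785 (adjusted exact permutation p = 0.0417), past the threshold, and median centring to 0.759 (adjusted exact p = 0.07), not past it. The r of the other 5 genes stayed on its side of the threshold under both scalings. Their Spearman relations did not: rho of Inhba, Fst, Nr4a1 and Nr4a3 lost the threshold under normexp and loess (adjusted exact p of 0.136, 0.123, 0.0875 and 0.0875) and under median centring (0.0583 each), while that of Rgs2 stayed past it (0.0167). For Nr4a2 the adjusted exact p of rho was 0.05 under both. The median log2 fold of axon guidance families at 10 min became 0.0268 under normexp and loess and 0.0238 without the filter on dim probes. The cause was not tested.

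Of 505 alternatives for 78 counted folds of named genes, 0 had the other direction. A counted fold passes the limit in the same direction on each array. Thus 1 array alone, averages of both arrays and the deposited table of ratios could not reverse it. For these folds only the scalings and the other probes tested the direction. Of 134 alternatives for 19 folds that were not counted, 7 had the other direction, for Pard3 at 5 and 30 min, Bdkrb2 and Irs2 at 10 min and Smurf1 at 120 min (1.39 on its other probe against 0.684). Of the 97 folds, 18 are lower bounds. Of 79 measured folds, 60 moved under normexp and loess (0.0881 to 2.45 times the main fold) and 67 under normexp and median centring (from 0.0761 times). The highest spot of a probe gave up to 4.04 times.

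Signal over background limits which genes can be measured: 39.8 to 48.9% of the spots per array were well above it with PACAP38, and a dim RNA leaves a lower bound or no fold. No paired analysis was possible because no replicate numbers link the samples, and the 2 arrays of a time point hold the same 2 RNA pools. Across time points, each fold already sets PACAP38 against control within an array.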

Differences from the paper's values

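Counting each spot without p limit and the highest spot of a probe were chosen after the values were seen. Of 68 values compared, 15 differ by over 1.5 times. A lower bound was taken to differ only where it exceeded the paper's change by over 1.5 times. A bound short of the paper's change could therefore not differ, and values that do not differ are no measure of agreement there. Values from figures were read by eye.

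At 5 min the paper gives 22 up-regulated and 8 down-regulated genes, against 0 and 0 counted here. For the later counts the paper's values are about 70 higher and about 17 lower at 10 min, about 95 and about 26 at 15 min, and about 170 and about 78 at 30 min (Fig. 2A, read by eye). The counts here were 27 and 0, 37 and 11, and 102 and 42. Of the alternatives set before the data were examined, 2-fold on both arrays without p limit falls within 1.5 times of all 8 counts, with 21 and 8, 47 and 17, 67 and 25, and 130 and 78 from 5 to 30 min. A geometric mean fold with p below 0.01 on both arrays does so for 18 lower probes at 15 min and for 122 higher and 56 lower at 30 min. The other alternatives set before the data were examined differ for each of these counts. Counting each spot without p limit, chosen after the values were seen, with outlier spots kept, gives 22 and 8, 70 and 17, 95 and 26, 168 and 78, 508 and 211, and 1048 and 792 from 5 to 120 min, which equal the numbers printed in Fig. 2A.

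For Egr1 the paper's folds are about 24 at 10 min, about 50 at 15 min and about 110 at 60 min (Fig. 5A, read by eye), against 15.3, 26.8 and 48.6 here. At 10 min the array with PACAP38 in Cy5 alone (20.9) and the arithmetic mean of both arrays (16.1) do not differ. The other alternatives set before the data were examined differ, as do all of them at 15 and 60 min. The highest of the 10 spots, a setting chosen after the values were seen that keeps spots with an outlier flag, gives 23.7, 50.5 and 109.

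For Nr4a3 the paper's folds are about 570 at 60 min and about 510 at 120 min (Fig. 5A, read by eye), against 108 and 122 here. The other probe A_43_P12619, set before the data were examined as an alternative, does not differ at 120 min. Its fold there was 449, with the control well above background on 1 array only. At 60 min its bound of at least 260-fold could not differ. A_43_P11932 differs at 120 min with 32.3-fold, and at 60 min its bound of at least 56.7-fold could not differ. The other alternatives differ.

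For Pard3 the paper's folds are about 0.40 at 5 min and about 0.45 at 30 min (Fig. 5A, read by eye), against 0.963 and 0.947 here. The other probe, A_44_P701086, does not differ at 5 min, where it was at least 3.08-fold lower. At 30 min its bound of at least 1.91-fold lower was short of the paper's change and could not differ. The other alternatives set before the data were examined differ.

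The paper names changes of genes at single time points, in its text, Fig. 5A or Fig. 6, that were not counted here. Changes that another setting calls, on any probe of the gene, include the following.
- A geometric mean fold with p below 0.01 on both arrays calls Vasp at 120 min.
- 2-fold on both arrays without p limit calls Fat4 at 5 min, Rgs2, Egr4 and Robo2 at 10 min, Egr3 at 15 min and Htr2b at 30 min.
- A geometric mean fold without p limit calls these 6 and Vasp at 120 min, and also Haus1, Aqp4 and Pard3 at 5 min, Pak3 at 10 min, Reln and Htr2b at 15 min, and Itpkb and Pard3 at 30 min.
- The array with PACAP38 in Cy5 alone, with p below 0.01, calls Pard3 at 5 min, Irs2 at 10 min, Egr3 and Htr2b at 15 min, and Vasp at 120 min.
- The array with PACAP38 in Cy3 alone, with p below 0.01, calls Haus1 at 5 min, Egr4 at 10 min, Ptafr at 15 min, Pard3 at 30 min and Atp2b1 at 120 min.
- Each spot counted without p limit, a setting chosen after the values were seen, calls the 6 of the rule of 2-fold on both arrays, and also Ednrb and Aqp4 at 15 min.

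Fat4, Reln, Robo2, Htr1a, Htr2a, Ednrb, Ednra, Agtr1a, Agtr1b and Ptgs2, which the paper names as changed, were not well above background in either RNA at any time point. Neither were Haus1 at 5 min, which the paper gives as higher, and Adora1 at 10 min. The paper gives Smurf1 as lower at 120 min, where its fold was 0.684, short of 2-fold, and 1.39 on its other probe. It gives Aqp4 as higher at 5 min, where both arrays gave 3.91 and 1.63, and as lower at 15 min in Fig. 5A, where its fold was 0.909. The text gives Vasp, Bdkrb2, Irs2 and Atp2b1 as higher at 10 min, where their folds were 0.771, 0.960, 1.07 and 1.11, and Fig. 6 lists them at 120 min. The paper describes semaphorin, ephrin and netrin factors as suppressed at 10 min, where 0 of 36 probes were counted as lower and 13 had a fold below 1. The paper describes the down-regulated genes as mostly transcription factors, with reference to the list of top genes in Fig. 5A. Here, among all lower probes, 0 of 11, 0 of 42, 46 of 154 and 65 of 626 at 15, 30, 60 and 120 min were described as such. Probes without a gene description could not be. The 2 sets of genes are therefore not alike.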

Other observations

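The test of the slides, the medians of the control over probes not filtered at 120 min and the zinc finger list were chosen after the results were seen.

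The 29 probes at least 2-fold changed on both arrays at 5 min without the p limit were not well above background in both RNAs in any case (0 of 29). Of these, 34.5% (10 of 29, 95% interval 17.9 to 54.3%) had the same direction at 10 min, a share whose interval holds 50%. For comparison, 95.2% of 641 such probes at 60 min had the same direction at 120 min. Noise of signals near background may explain the 29 probes. An effect of PACAP38 on dim transcripts that had passed by 10 min was not tested.

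The part of the ratio that follows the dye repeated between time points, with a median correlation of 0.555 over 15 pairs of time points (0.271 to 0.738) across 13939 probes well above background in both channels on all arrays. Dye bias of each probe may therefore explain the opposite directions of the swapped arrays. Of the probes counted in opposite directions, 98.5 to 100% were not well above background in at least 1 RNA. Of these probes, 61.3 to 83.3% were counted in opposite directions at another time point too, and 99.1 to 99.9% of their ratios at the other time points lay on the same side of the dye, which argues against random noise near background. A background that differs between the dyes was not tested.

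By the main rule, the number of changed probes rose between the 2 time points of each slide, in 3 of 3 slides. Under that rule this argues against a difference between slides as the whole reason for the rise with time. With PACAP38 in Cy3 alone the number fell from 5 to 10 min (1005 to 659). It also fell there by the geometric mean fold without p limit (288 to 268). With PACAP38 in Cy5 alone it fell from 15 to 30 min (815 to 617). An effect of time on the cells stays open, and so does a part of the slides in the size of the rise.

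Control RNA was followed from the 5 to the 120 min arrays. For 475 of the 799 probes higher at 120 min that could be followed, the median log2 change of the control was -0.0196 and that of the PACAP38 RNA 1.65. For 591 of the 626 lower ones the control fell by 0.0936 and the PACAP38 RNA fell by 1.51. Over all 14999 such probes the control fell by 0.0497. A probe whose control fell below background cannot be followed in this way. With the control well above background at 5 min alone required, the median change of the control was -0.023 over 479 higher probes. Over 798 of the 799 higher probes, dim controls included, it was 0.0317, and over all 626 lower probes -0.0831. These values argue against a change of the control over time as the reason for the folds of these probes as a set, not for each single probe.

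The zinc finger list lay below each of 10000 random lists matched on mean signal at 120 min (percentile 0), which argues against a dependence of the fold on brightness as the whole reason for its lower folds. At 5 min, without any counted probe, the same list lay above 99.99% of random lists. A position outside these lists therefore does not by itself show an effect of PACAP38. A fall of these transcripts with PACAP38 remains a hypothesis, found and tested on the same arrays.

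The lower probes with the smallest signal ratios, 1 RNA being not well above background, included TC581959 at 15 min (at least 3.36-fold lower), BF413704 at 30 min (at least 3.83-fold lower), AB006881 at 60 min (at least 6.36-fold lower) and AI014169 at 120 min (at least 7.67-fold lower). TC581959 is described as NF-kappa-B inhibitor alpha. The probe named Nfkbia, with both RNAs well above background, had folds of 0.963 at 15 min, 0.896 at 30 min and 0.284 at 60 min. The fall at 15 min was thus not seen on it. A probe of AF030090 was at least 6.71-fold higher at 10 min and at least 23.0-fold higher at 30 min.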
